# E_μ_ and 3′RR IgH enhancers show hierarchic unilateral dependence in mature B-cells

**DOI:** 10.1038/s41598-017-00575-0

**Published:** 2017-03-27

**Authors:** A. Saintamand, C. Vincent-Fabert, M. Marquet, N. Ghazzaui, V. Magnone, E. Pinaud, M. Cogné, Y. Denizot

## Abstract

Enhancer and super-enhancers are master regulators of cell fate. While they act at long-distances on adjacent genes, it is unclear whether they also act on one another. The immunoglobulin heavy chain (IgH) locus is unique in carrying two super-enhancers at both ends of the constant gene cluster: the 5′E_μ_ super-enhancer promotes VDJ recombination during the earliest steps of B-cell ontogeny while the 3′ regulatory region (3′RR) is essential for late differentiation. Since they carry functional synergies in mature B-cells and physically interact during IgH locus DNA looping, we investigated if they were independent engines of locus remodelling or if their function was more intimately intermingled, their optimal activation then requiring physical contact with each other. Analysis of chromatin marks, enhancer RNA transcription and accessibility in E_μ_- and 3′RR-deficient mice show, in mature activated B-cells, an unilateral dependence of this pair of enhancers: while the 3′RR acts in autonomy, E_μ_ in contrast likely falls under control of the 3′RR.

## Introduction

Super-enhancers (SEs) are master regulators of cell fate which differ from basic enhancers by their ten-fold higher load of chromatin marks, their binding of mediator, their long length and their impact on nuclear organisation^1, 2^. The immunoglobulin heavy chain (IgH) locus undergoes multiple changes along B-cell differentiation, affecting transcription and accessibility for V(D)J recombination, somatic hypermutation (SHM) and class switch recombination (CSR)^3^. The IgH locus is somehow unique in carrying two SEs, E_μ_ and the 3′ regulatory region (3′RR) at both ends of the constant gene cluster, which control locus remodelling along B-cell differentiation^3^. In mature B-cells, the IgH locus assumes an enigmatic loop conformation in which these two SEs are brought in close proximity despite their 200 kb distance on the chromosome (Fig. 1a)^4^. Two mechanistic hypothesises may explain the function of this 3D chromatin structure: a bidirectional crosstalk between these two SEs allowing reciprocal activation, or a simple chromatin arch assembly that brings enhancers, promoters and switch (S) regions into close proximity to facilitate transcription, accumulation of RNA pol II, AID targeting and S junction machinery. In a third hypothesis, the E_μ_-3′RR interaction might lack any mechanistic role by passively witness transitional links, with E_μ_ on one side promoting S_μ_-S_x_ synapsis and the 3′RR stimulating the I_x_-S_x_ transcriptional unit. We investigated if these two IgH SEs were independent engines of locus remodelling simply combining their proper actions or if their functions were more strongly intermingled and required physical contact with each other. SEs are potent clusters of transcriptional enhancers and regulate the expression of key cell lineage specific genes. The 5′E_μ_ SE has clearly such a role in early developmental stages of B-cells through its key role on V(D)J recombination. Since 5′E_μ_ may be considered as a SE only in pro-B/pre-B-cells but not in mature ones, we used the qualifier of enhancer to name 5′E_μ_ at the mature B-cell stage during this study.

**Figure 1:**
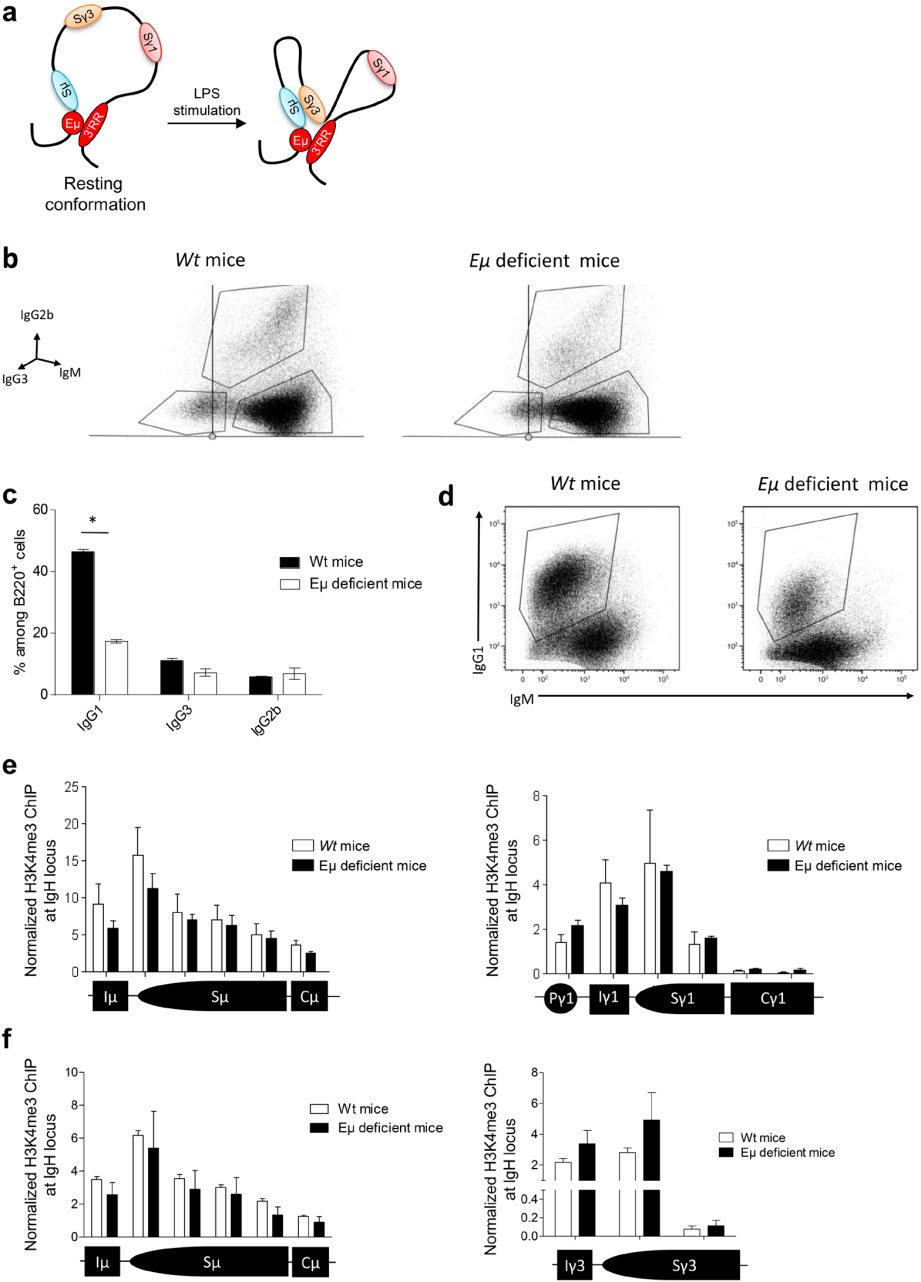
E_μ_ and CSR. (**a**) Schematic 3D conformation of the IgH locus during LPS-induced CSR. 3C experiments indicated that E_μ_ and the 3′RR are in close proximity in resting B cells. After appropriated stimulation the activated S acceptor region gets closer the S_μ_ donor region. Adapted from Wuerffel *et al*.^4^. (**b**) Flow cytometry analysis of IgG_3_ and IgG_2b_ CSR in E_µ_-deficient B-cells. Cells were stimulated 4 days with LPS. Cells were labelled with anti-B220-BV421, anti-IgG_3_-FITC, anti-IgG_2b_-PE and anti-IgM-PC7 antibodies. Cells were gated on B220^+^ B-cells. One representative experiment out of four is shown. (**c**) Quantitative analysis of IgG_1_, IgG_3_ and IgG_2b_ CSR. Results are reported as mean ± SEM of 4 independent experiments. *p < 0.05, Mann-Whitney *U*-test. (**d**) Flow cytometry analysis of IgG_1_ CSR in E_μ_-deficient B-cells. Cells were stimulated 4 days with LPS + IL-4. Cells were labelled with anti-B220-BV421, anti-IgG_1_-PE and anti-IgM-PC7 antibodies. Cells were gated on B220^+^ B-cells. One representative experiment out of four is shown. (**e**) H3K4me3 epigenetic mark in *S*_μ_ and *S*_γ1_ during IgG_1_ CSR ChIP assays were performed with CD43^−^ splenic B-cells from E_μ_-deficient and *wt* mice. Cells were stimulated with LPS + IL-4 for 2 days. Background signals from mock samples with irrelevant antibody were subtracted. Values were normalized to the total input DNA. Data are the mean ± SEM of 3 independent experiments with 2 mice. (**f**) H3K4me3 epigenetic mark in *S*_μ_ and *S*_γ3_ during IgG_3_ CSR. Cells were stimulated with LPS for 2 days. Same protocol as in part E.

## Results

### E_μ_ and CSR

During CSR, a chromatin loop is found with E_μ_ and 3′RR in close proximity^3, 4^. It is generally accepted that E_µ_ is dispensable for CSR, although some studies suggest that its deletion impacts at minor levels CSR efficiency^5–7^. In this study, flow cytometry analysis shows normal proportion of E_μ_-deficient γ3- and γ2b-expressing B-cells in response to LPS stimulation (Fig. 1b and c). In contrast, the significant decrease of E_μ_-deficient γ1-expressing B-cells in response to LPS + IL4 (Fig. 1c and d) could mostly be attributed to the lack of follicular B-cells previously reported in this model^7^. These results are in accordance with the lowered serum IgG_1_ levels but normal IgG_3_/IgG_2b_ levels in this model^7^. Specific epigenetic mark enrichment in S regions is a prerequisite for CSR^8, 9^. During CSR, the 3′RR SE fosters H3K4me3 histone modifications in the S acceptor but not S_μ_ donor region^10^, suggesting another *cis*-transcriptional enhancer for this role. This role is not devolved to E_μ_ since its deletion did not affect H3K4me3 histone modifications in S_μ_ and S_γ1_ in response to LPS + IL-4 stimulation (Fig. 1e) nor in S_μ_ and S_γ3_ in response to LPS stimulation (Fig. 1f). Altogether, these data indicate that the E_μ_ enhancer is mostly dispensable for CSR and did not poise S_μ_ for CSR. The *cis*-transcriptional enhancer that poised S_μ_ for CSR is currently unknown. One might suggest the enigmatic transcriptional enhancer located between C_γ1_ and C_γ2b_ found to interact with both E_μ_ and 3′RR in pro-B cells^2, 11, 12^.

### E_μ_, 3′RR and respective epigenetic marks

Epigenetic changes in E_μ_ and 3′RR are of importance during CSR^13^. In this study we have focussed on H3K4me3, H3K9ac and H3K27ac epigenetic marks that are associated with active regulatory regions^14^. Lack of the E_μ_ enhancer did not affect H3K4me3, H3K9ac and H3K27ac epigenetic marks in the four 3′RR transcriptional enhancers (hs3a; hs1,2; hs3b; hs4) during LPS-induced B-cell CSR (Fig. 2a). In turn, if deletion of the 3′RR SE had no effect on H3K4me3 and H3K27ac marks of E_μ_ (Fig. 2b), a significant decrease was found for H3K9ac. This difference between epigenetic marks may be explained by the proposed model of sequential histone modifications. Indeed, several studies suggest that tri-methylation of H3K4 is the earliest modification, and that H3K4me3 then facilitate H3 acetylation and thus establishment of chromatin openness. All these marks together may then positively regulate transcription and enhancer activation^15, 16^. At the mature B-cell stage, data suggest the lack of E_μ_-dependence for the 3′RR SE during CSR, and the influence of the 3′RR on the E_μ_ enhancer, a result that fits well with their different kinetics of activation, *i.e*., at the immature and mature B-cell stages for Eμ and 3′RR, respectively^3^.

**Figure 2:**
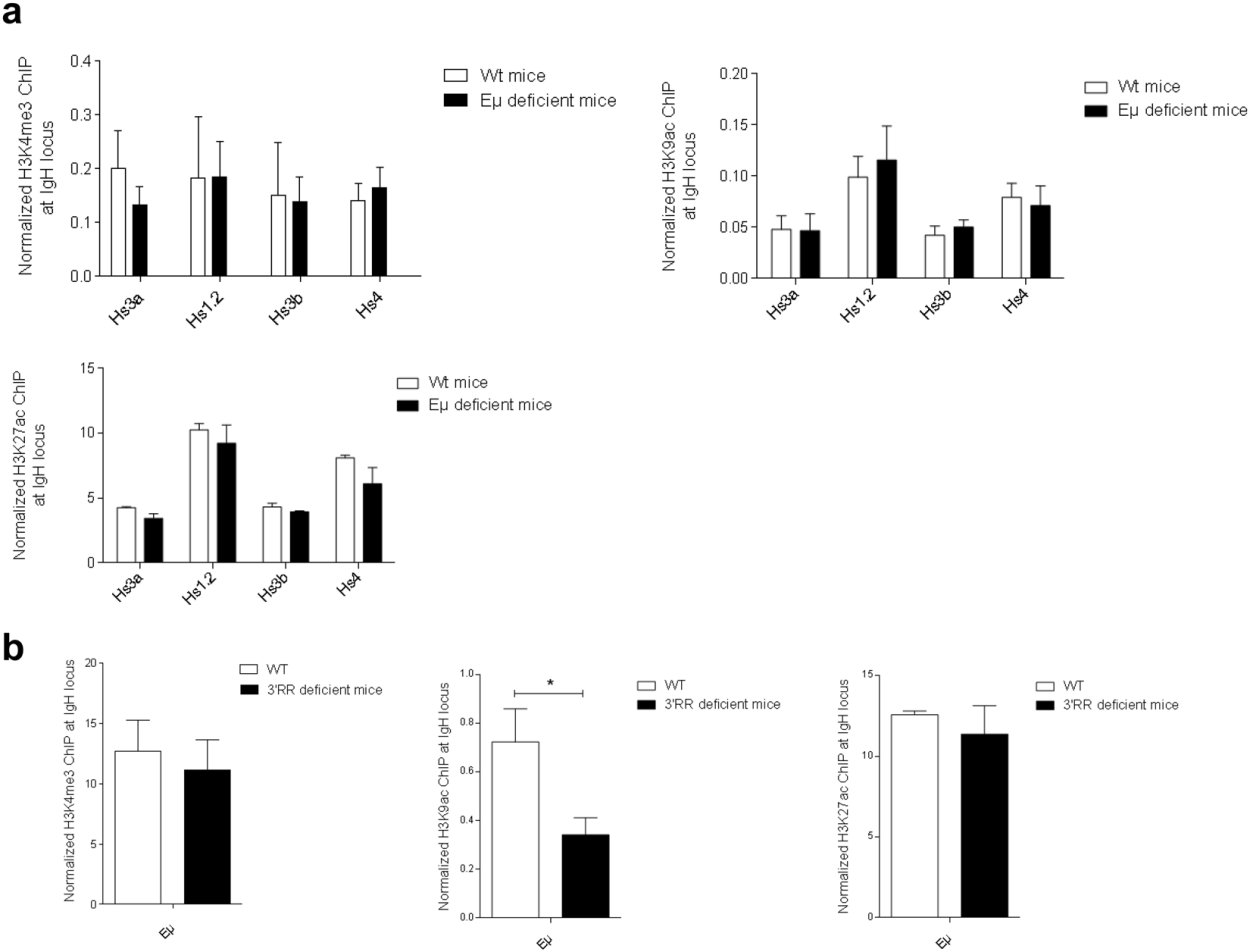
Epigenetic marks in E_μ_ and 3′RR during CSR. (**a**) H3K4me3, H3K9ac and H3K27ac epigenetic marks in the four enhancers (hs3a, hs1,2, hs3b and hs4) of the 3′RR in LPS-stimulated B-cells of E_μ_-deficient and *wt* mice. Cells were stimulated with 5 μg/ml LPS for 2 days. Data are the means ± SEM of 3 independent experiments with 2 mice. (**b**) H3K4me3, H3K9ac and H3K27ac epigenetic marks in E_μ_ in LPS-stimulated B-cells of 3′RR-deficient and *wt* mice. Same experimental protocol as in part (**a**). Data are the means ± SEM of 3 independent experiments with 2 mice. *p < 0.05 (Mann-Whitney *U*-test).

### Mutual activation of transcription of E_μ_ and 3′RR SEs

The 3′RR SE controls CSR by acting on germline transcription and histone modifications^8, 17^, that are hallmarks of CSR accessibility. We investigated the effect of the lack of the E_μ_ enhancer or of the 3′RR SE on IgH constant gene transcription units (C_H_) in response to LPS-induced stimulation *in vitro*. 

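RNA of CD43-depleted splenic B-cells from wt, Eμ-deficient and 3′RR-deficient mice was sequenced before and after culture with lipopolysaccharide (LPS), a component of the bacterial outer membrane that activates B-cells. The paper gives 48 h of culture with 5 μg per ml LPS. The sample labels also give 5 μg per ml in the treatment, but 5 mg per ml in the protocol text, and they describe the resting cells as cultured for 2 days, whereas the paper describes them as taken before stimulation. 1 library per genotype and culture state was analysed here, 6 libraries in all, each made from 2 pooled mice according to the labels. The paper's methods give 4 mice and 2 pools per genotype, and the legend of Fig. 3 gives 3 mice and 2 experiments. No difference between genotypes within a culture state therefore has a replicate check.
The authors removed ribosomal RNA, made stranded libraries, mapped the paired reads of 150 nt to mm10 with the gene models of Ensembl release 77, and counted fragments per gene name on 1 strand, multi-mapping reads included. The deposited values are these raw counts. In resting B-cells, the genes received 16094475 counts in the wt library, 13406257 in the Eμ-deficient library and 20780706 in the 3′RR-deficient library. In LPS-stimulated B-cells, they received 21998587, 10936243 and 9111974 counts, respectively. The counts were divided by library sizes scaled with edgeR's TMM method and are given as CPM, counts scaled to a common library size. A library with 3 counts or fewer was set to 3 counts in ranks and medians of ratios, and a fold change of such a gene is given as the least that the upper 95% limit of the ratio of the counts themselves allows. The 95% intervals of the ratios are exact conditional binomial (Clopper-Pearson) intervals and cover counting error only. A quasi-likelihood model in edgeR with genotype and culture state as additive terms was fitted to the 14600 genes with at least 10 counts in at least 2 libraries. Its error is the departure of the libraries from additivity, not the spread between mice, and the 2 libraries of a genotype may come from the same mice.
The libraries also contained 92 spike-in RNAs of fixed composition, which took between 4.75% and 7.10% of all counts and were left out of the library sizes. Their levels relative to one another measure technical error. Over the 35 spike-ins with at least 100 counts in every library, the log2 ratio of the 3′RR-deficient to the wt library had an SD of 1.27 after LPS stimulation and of 0.16 in resting B-cells. For the Eμ-deficient libraries this SD was 0.44 and 0.48, respectively. Counting error alone would give an SD between 0.064 and 0.073.

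**Figure D1:**
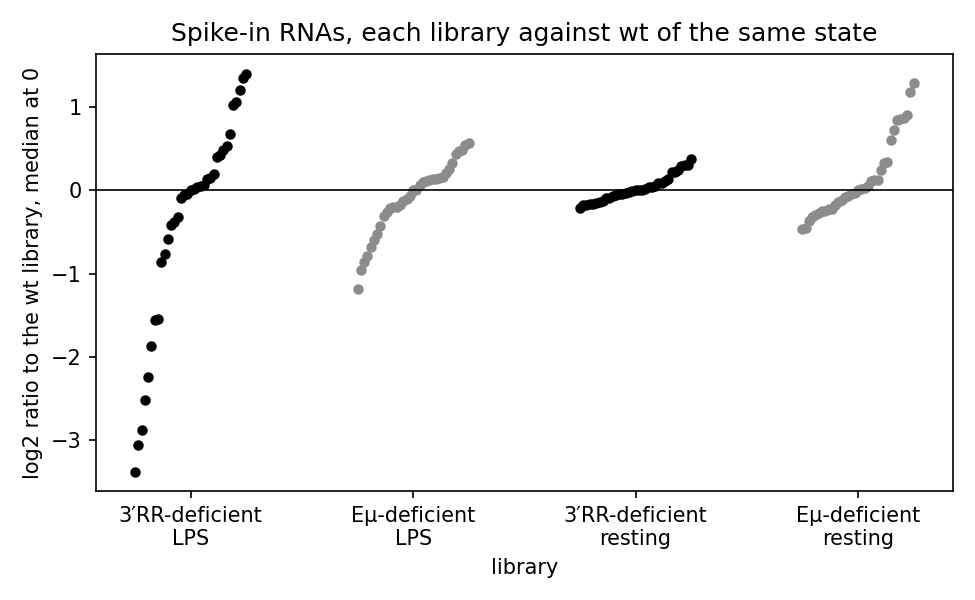
Log2 ratio of each of 35 spike-in RNAs (points, sorted within a library) in the mutant library to the wt library of the same culture state, with the median of each comparison set to 0. The ratios of the LPS-stimulated 3′RR-deficient library run from -3.37 to 1.4 and those of the resting 3′RR-deficient library from -0.21 to 0.37.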

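The 8 IgH constant genes lie on the minus strand of chromosome 12 of mm10 (GRCm38), from 113422730 at the 5′ end of Ighm to 113254830 at the 3′ end of Igha, in the order Ighm, Ighd, Ighg3, Ighg1, Ighg2b, Ighg2c, Ighe and Igha. Ighg3, which encodes Cγ3 (ENSMUSG00000076615, 113356224 to 113361232, 7 annotated exons), had 1285 counts (61.4 CPM) in LPS-stimulated wt B-cells. In LPS-stimulated 3′RR-deficient B-cells it had 0 counts, which allows up to 0.337 CPM, and the upper 95% limit of its ratio to wt put its level at least 148-fold lower. Ighg2b, which encodes Cγ2b (ENSMUSG00000076613, 113302965 to 113307933), had 514 counts in the wt and 4 counts in the 3′RR-deficient library, a log2 ratio of -5.77 (95% interval -7.65 to -4.41). Ighg1 (113325240 to 113330523) had 120 counts and 1 count, at least 8.99-fold lower. Ighg2c (113285325 to 113288932) had 75 and 0 counts, at least 8.44-fold lower. Igha (113254830 to 113260236) had 52 and 3 counts, at least 2.39-fold lower. Ighe had 4 and 0 counts, too few for a comparison. The upper 95% limits of the log2 ratios of Ighg1 (-3.17), Ighg2c (-3.08) and Igha (-1.26) lay within the range of the spike-in RNAs, -3.37 to 1.4. With 3 counts or fewer set to 3 counts, 1, 6 and 3 of their 500 nearest genes in mean CPM, respectively, had a ratio as low. The upper limits of Ighg3 (-7.21) and Ighg2b (-4.41) lay below the spike-in range. With 3 counts or fewer set to 3 counts, the median log2 ratio of the 6 genes downstream of Ighd was -3.75, and 0% of 10000 random lists of 6 genes matched on mean CPM had a median as low. On the log2(CPM + 1) scale, which compresses low values, this median was -2.40.
The genes at the 5′ end of the cluster changed less. Ighm (ENSMUSG00000076617, 113418558 to 113422730) fell from 2977 to 1485 CPM, a log2 ratio of -1.003 (95% interval -1.03 to -0.98). Of the 500 genes closest to it in mean CPM, 62 had a ratio as low, and the ratio lay within the range of the spike-in RNAs. With the trend of the ratios on GC content removed, it was further from 0, at -1.42. Ighd (ENSMUSG00000104213, 113406604 to 113416324) had 84.5 CPM in the wt and 65.7 CPM in the 3′RR-deficient library, a log2 ratio of -0.36 (95% interval -0.50 to -0.23), and 157 of its 500 nearest genes had a ratio as low. In the edgeR quasi-likelihood model over both culture states, with Benjamini-Hochberg adjustment over all genes tested, the adjusted p for 3′RR-deficient against wt was 0.000534 for Ighg3, 0.0296 for Ighg1, 0.00242 for Ighg2b, 0.0116 for Ighg2c and 0.0137 for Igha, each lower in both states. Ighm (log2 fold change -1.17, standard error 0.36, adjusted p = 0.419) and Ighd (-0.70, standard error 0.32, adjusted p = 0.903) were not called by this model. Across the alternative fits the adjusted p of Ighg1 ran from 4.99e-27 without a filter on low counts to 0.0627 with a correction for GC content. That of Ighm ran from 0.012 with the DESeq2 Wald test to 0.991 in the fit to wt and 3′RR-deficient libraries alone.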

RNAseq experiments showed that, except for C_μ_, C_H_ sense and antisense transcripts were dramatically reduced in 3′RR-deficient mice (Fig. 3a and Supplementary Figs 1–3). In contrast, E_μ_ deletion had no effect on C_H_ transcription at the IgH locus. 

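In LPS-stimulated Eμ-deficient B-cells, every constant gene downstream of Ighd was detected except Ighe, whose 2 counts against 4 in the wt library were too few for a comparison. Ighg3 had 985 counts (92.3 CPM), a log2 ratio to wt of 0.59 (95% interval 0.47 to 0.71). Ighg2b had 423 counts (39.6 CPM), a log2 ratio of 0.69 (95% interval 0.50 to 0.88). Both ratios lay little above the highest ratio of a spike-in RNA between these libraries, 0.57. Ighg1 rose from 5.74 to 31.1 CPM, a log2 ratio of 2.44 (95% interval 2.13 to 2.75), and 4 of the 500 genes closest in mean CPM had a ratio as high. Igha rose from 2.49 to 8.80 CPM, a log2 ratio of 1.82 (95% interval 1.32 to 2.34). Ighg2c had 22 counts against 75, a log2 ratio of -0.80 (95% interval -1.56 to -0.10), and 55 of its 500 nearest genes had a ratio as low. The median log2 ratio of the 6 downstream genes was 0.64, and 0.77% of 10000 matched random lists had a median as high.
Ighm had 7370 CPM, a log2 ratio of 1.31 (95% interval 1.29 to 1.32), and 22 of its 500 nearest genes had a ratio as high. The ratio lay above the highest of a spike-in RNA, 0.57, and was 1.18 with the trend on GC content removed. Ighd had 30.6 CPM, a log2 ratio of -1.46 (95% interval -1.64 to -1.29), and 2 of its 500 nearest genes had a ratio as low. In the edgeR quasi-likelihood model with Benjamini-Hochberg adjustment, Ighd was lower in the Eμ-deficient libraries of both culture states (log2 fold change -1.89, standard error 0.33, adjusted p = 0.0302). Ighm was higher in both states but was not called (1.32, standard error 0.36, adjusted p = 0.167). Across the alternative fits, the adjusted p of Ighm ran from 0.00189 with the DESeq2 Wald test to 0.205 with scaling by the total count. It was 0.0391 without a filter on low counts. None of Ighg3, Ighg1, Ighg2b, Ighg2c and Igha was called between Eμ-deficient and wt libraries, with adjusted p from 0.221 to 0.997. The lowest was that of Ighg2c, which ran from 2.55e-05 without a filter on low counts to 1 with the DESeq2 Wald test across the alternative fits.

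**Figure D2:**
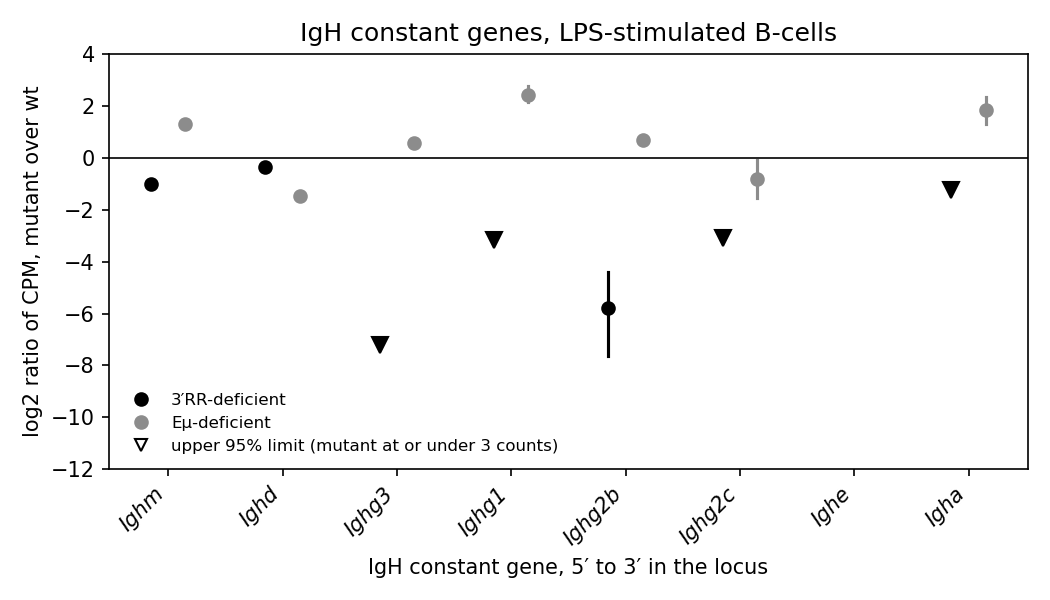
Log2 ratio of CPM in the LPS-stimulated 3′RR-deficient (black) and Eμ-deficient (grey) libraries to the wt library for the IgH constant genes in locus order. Circles give the ratio with its 95% counting interval and triangles the upper 95% limit where the mutant library had 3 counts or fewer, and Ighe is not drawn because its counts allow no direction. The 3′RR-deficient values of Ighg3, Ighg1, Ighg2b, Ighg2c and Igha lie at or below -1.26, whereas the Eμ-deficient values of Ighg3, Ighg1, Ighg2b and Igha lie above 0.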

RNASeq data are presented in a quantitative way with statistics in the Supplementary Fig. 4. 

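Supplementary Fig. 4 also draws the 4 JH genes, whose annotated exons hold between 48 and 54 nt and which lie between 113428514 and 113429833 on chromosome 12, upstream of Ighm. In LPS-stimulated B-cells, Ighj4 had 384 counts in the wt library, 14 in the 3′RR-deficient library and 227 in the Eμ-deficient library. Its log2 ratio to wt was -3.54 (95% interval -4.43 to -2.78) in 3′RR-deficient B-cells and 0.21 (95% interval -0.03 to 0.45) in Eμ-deficient B-cells, and the second interval includes 0. Ighj3 had a log2 ratio of -2.11 (95% interval -2.90 to -1.41) in 3′RR-deficient and of 0.68 (95% interval 0.36 to 1.00) in Eμ-deficient B-cells. Ighj2 had 61, 8 and 60 counts in the wt, 3′RR-deficient and Eμ-deficient libraries. Ighj1 had 22, 2 and 59 counts. The median log2 ratio of the 4 genes was -1.91 for 3′RR-deficient B-cells, with 0.04% of 10000 matched random lists as low, and 0.82 for Eμ-deficient B-cells, with 1.09% of the lists as high. The median for 3′RR-deficient B-cells lay within the range of the spike-in RNAs, -3.37 to 1.4. So did the ratios of Ighj1, Ighj2 and Ighj3. The ratio of Ighj4 lay below this range, but its upper 95% limit, -2.78, lay within it. With the trend on GC content removed, the median for 3′RR-deficient B-cells was further from 0, at -2.67. In the edgeR quasi-likelihood model with Benjamini-Hochberg adjustment over both culture states, no JH gene was called, with adjusted p from 0.656 to 0.914 for 3′RR-deficient and from 0.218 to 0.999 for Eμ-deficient against wt libraries. Across the alternative fits, the adjusted p of Ighj4 in 3′RR-deficient libraries ran from 0.00932 without a filter on low counts to 0.923, and was 0.0363 in the fit to wt and 3′RR-deficient libraries alone. That of Ighj1 in Eμ-deficient libraries ran from 0.0402 without a filter to 0.304. The gene drawn as Ighg2a is listed as Ighg2c in the count table, which has no Ighg2a. The reference genome is that of another strain than the 129 mice used, so that reads of the 129 allele can be missed and the Ighg2c counts and limits hold only for reads that map to the reference gene.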

Non coding RNAs (ncRNAs) play an important role in the targeting of the CSR machinery and contribute to chromosomal looping^10, 18^. Among these ncRNAs, enhancer RNA (eRNA) are transcribed from DNA sequences of enhancer including the 3′RR and contribute to their enhancer function^19, 20^, and chromosomal looping^4^. RNAseq experiments did not highlight any effect of E_μ_ deletion on both sense and antisense 3′RR eRNA levels (Fig. 2a). In contrast both sense and antisense transcription around the E_μ_ enhancer were consistently lowered in 3′RR-deficient activated B-cells. This decrease is reminiscent of the notable effect of the 3′RR SE deletion on μ transcription evidenced with quantitative PCR in resting mature B-cells^21^. Physical E_μ_-3′RR interactions were also documented in resting B-cells^4^. 

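In the resting 3′RR-deficient library, Ighg1 and Ighg2c had 0 counts, Ighg2b had 1 count and Ighg3 had 2 counts, against 281, 632, 432 and 807 counts in resting wt B-cells. The 0 counts allow up to 0.146 CPM. Their levels were at least 85.6-fold lower for Ighg1, 193-fold lower for Ighg2c, 87.3-fold lower for Ighg2b and 126-fold lower for Ighg3. Igha was still detected, with 88 counts against 1304, a log2 ratio of -4.07 (95% interval -4.40 to -3.76), and 0 of the 500 genes closest in mean CPM had a ratio as low. Ighe had 0 counts against 7, at least 1.63-fold lower. With 3 counts or fewer set to 3 counts, the median log2 ratio of these 6 downstream genes was -7.04. Ighm fell from 2086 CPM in wt to 819 CPM in 3′RR-deficient B-cells, a log2 ratio of -1.35 (95% interval -1.38 to -1.32) that 1 of its 500 nearest genes reached. Ighd fell from 392 to 198 CPM, a log2 ratio of -0.99 (95% interval -1.04 to -0.93) that 4 of its 500 nearest genes reached. Both falls were larger than those of the spike-in RNAs in this comparison.
In the resting Eμ-deficient library, Igha had 1044 counts, close to wt in CPM, a log2 ratio of 0.14 (95% interval 0.02 to 0.26) that was -0.06 with the library scaled by its total count. Ighg3 had a log2 ratio of -0.47 (95% interval -0.64 to -0.29), as low as the lowest spike-in RNA, Ighg2b of -0.93 (95% interval -1.20 to -0.67) and Ighg1 of -1.12 (95% interval -1.47 to -0.78). Ighg2c had 40 counts against 632, a log2 ratio of -3.52 (95% interval -4.02 to -3.06), and 1 of its 500 nearest genes had a ratio as low. Ighe had 19 counts against 7. The median log2 ratio of the 6 downstream genes was -0.70, and 0.62% of 10000 matched random lists had a median as low. Ighm had 5217 CPM, a log2 ratio of 1.32 (95% interval 1.304 to 1.341), about that of the highest spike-in RNA. With the trend on GC content removed, the ratio of Ighm was 1.45. Ighd had 80.1 CPM, a log2 ratio of -2.29 (95% interval -2.39 to -2.20), and 0 of its 500 nearest genes had a ratio as low.

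**Figure D3:**
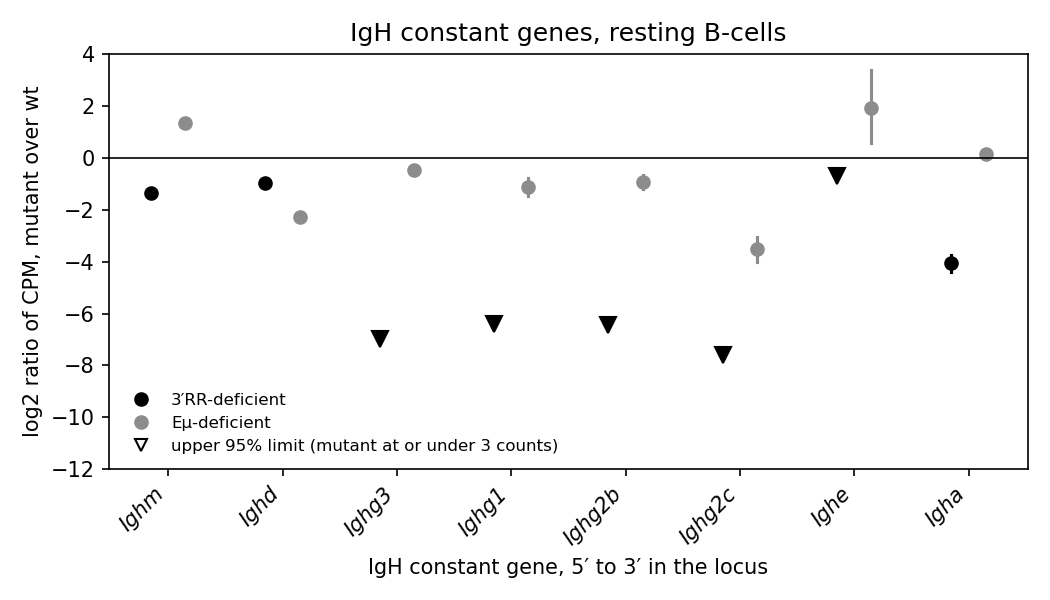
Log2 ratio of CPM in the resting 3′RR-deficient (black) and Eμ-deficient (grey) libraries to the resting wt library for the IgH constant genes in locus order, with 95% counting intervals on the circles. Triangles give the upper 95% limit where the mutant library had 3 counts or fewer. The 3′RR-deficient limits of Ighg3, Ighg1, Ighg2b and Ighg2c lie at or below -6.42, and the lowest Eμ-deficient value is that of Ighg2c at -3.52.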

RNAseq data comparing splenic resting B-cells indicate that enhancer activity was, at this stage, already dominated by the 3′RR: while E_μ_ deletion showed no obvious effect on C_H_ transcription and 3′RR eRNAs, the 3′RR deletion does not modifies E_μ_ eRNA but still decreases μ transcripts and abrogates basal transcription of all downstream C_H_ (Fig. 2b). This confirmed a passive role for E_μ_ at the resting stage while H chain production originated from pV_H_ mostly rely on 3′RR, and more precisely on hs4^22^.

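Transcripts started at the VH promoters were followed through the summed counts of the Ighv genes, with the summed counts of the kappa light chain variable genes (Igkv), which lie on another chromosome, beside them. In resting B-cells the Ighv sum was 574 CPM in the wt, 209 CPM in the 3′RR-deficient and 2232 CPM in the Eμ-deficient library. The log2 ratio to wt was -1.45 (95% interval -1.506 to -1.403) in 3′RR-deficient and 1.96 (95% interval 1.93 to 1.99) in Eμ-deficient B-cells. The Igkv sum had log2 ratios of 0.52 (95% interval 0.49 to 0.55) and 2.07 (95% interval 2.04 to 2.096), respectively. Relative to Igkv, Ighv was thus lower in 3′RR-deficient B-cells by a log2 ratio of -1.98, and close to wt in Eμ-deficient B-cells, with -0.11. Ighv genes resemble one another, so that reads of single genes can be split between them, and the sum was used for this reason. For the resting stage, the paper reasons from the decrease of μ transcripts and the loss of downstream CH transcripts without the 3′RR, from the lack of an obvious effect of Eμ deletion on CH transcripts, and from enhancer RNAs, which were not analysed here. It concludes that Eμ has a passive role and that heavy chain production from the VH promoters relies mostly on the 3′RR, and cites earlier work for the part of hs4, an enhancer within it.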

**Figure 3:**
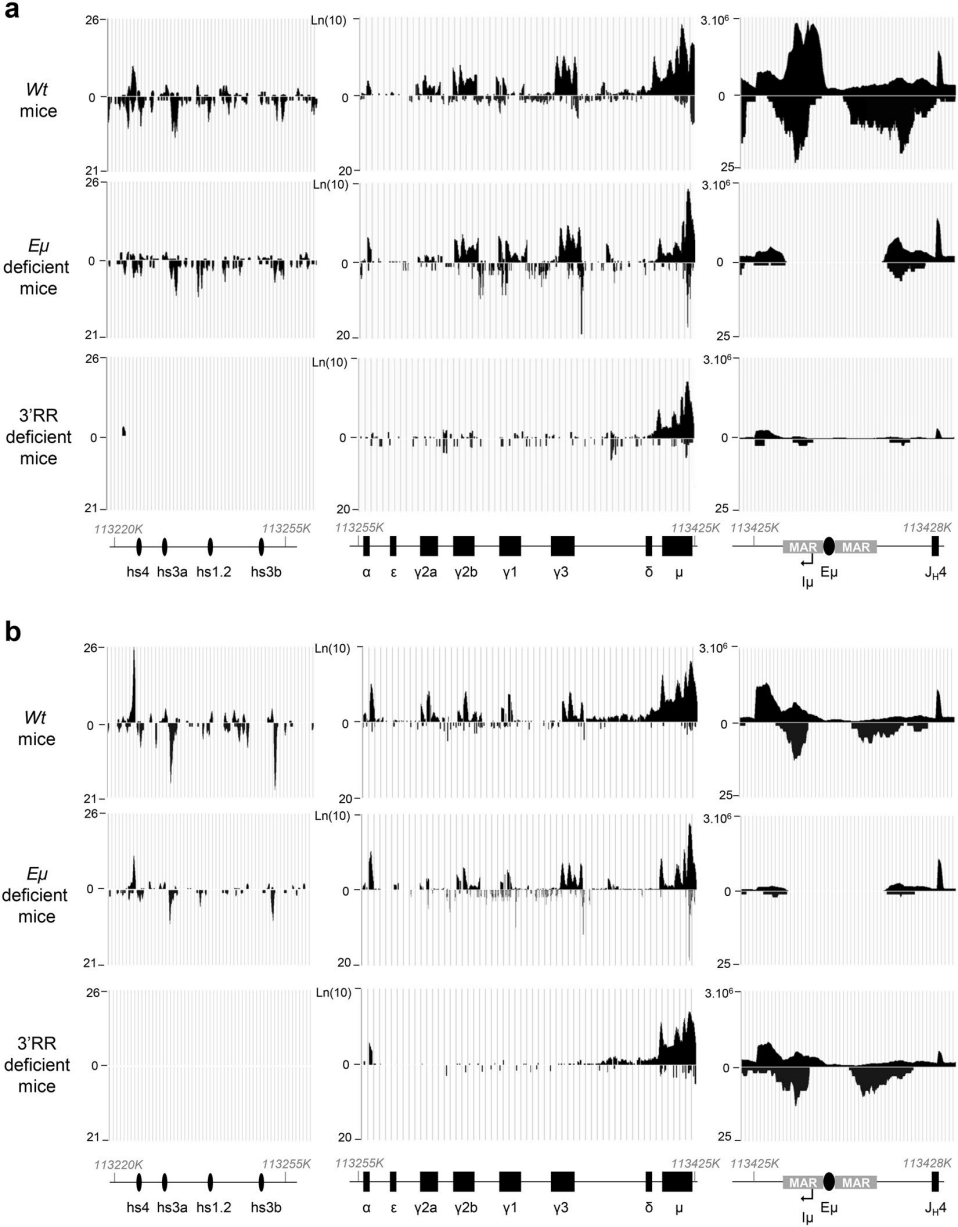
Influence of E_µ_ and 3′RR on IgH transcription during CSR. (**a**) IgH transcription on LPS-stimulated B-cells of *wt*, Eμ-deficient and 3′RR-deficient mice. CD43-depleted splenocytes were cultured for 2 days with 5 μg LPS. RNAseq experiments were done after depletion of rRNA. Data are the mean of two independent experiments with 3 mice per genotype. (**b**) IgH transcription on resting B-cells of *wt*, Eμ-deficient and 3′RR-deficient mice. RNAseq experiments were done with CD43-depleted splenocytes after depletion of rRNA. Data are the mean of two independent experiments with 3 mice per genotype. Precise locations of I_μ_, S_μ_, C_μ_, C_δ_, I_γ3_, S_γ3_, Iγ_2b_ and S_γ2b_ are reported in Supplementary Figs 1–3.

## Discussion

Studies highlighted different roles and kinetics of activation for IgH SEs during B-cell development. The E_μ_ SE regulates V(D)J recombination in pro-B cells^6, 7^, but is not crucial for SHM and CSR in mature B-cells^23^. The 3′RR SE regulates SHM^24^, and conventional CSR in mature B-cells^10, 25, 26^, but is dispensable for V(D)J recombination^27^. GFP transgenic mice reported that the E_μ_ SE is active at pro-B/pre-B cell stages^28^, while the 3′RR SE is active at immature/mature B-cell stages^29^. Despite different roles and kinetics, the IgH locus assumes in resting B-cells and CSR an enigmatic loop conformation with the E_μ_ enhancer and the 3′RR SE in close proximity^4^, suggesting a potential transcriptional cross-talk between these two enhancer entities. Present results strongly suggest that cross-talk is unidirectional. The 3′RR SE stands as a fully autonomous module in mature B-cells. The E_μ_ enhancer by contrast appears mostly dispensable at this stage, its deletion neither abrogating CSR-required sense/antisense germline transcription or 3′RR SE eRNA expression and activation-associated epigenetic mark enrichment. If the E_μ_ enhancer has no role on 3′RR activation during CSR, it itself shows at least partial 3′RR-dependence. Deletion of the 3′RR SE impacts E_μ_ H3K9ac activation-associated epigenetic marks and sense/anti-sense eRNA transcription.

During CSR the IgH locus assumes a loop conformation. While this conformation has obviously a major interest to simultaneously bring enhancer, SE, S regions and promoters into close proximity, our data suggest another unknown functional role, which is to place E_μ_ under the authority of the 3′RR SE. The E_μ_/S_μ_/S_x_/3′RR hub might have several successive purposes to facilitate CSR. This hub brings the S_x_ acceptor region in close proximity to the 3′RR SE, allowing for its efficient activation by acting notably on transcription and AID targeting^10^. It support physical/functional interactions between 3′RR elements hereby building their synergy^3^, and finally facilitates S_μ_-S_x_ synapsis, increasing the probability of a legitimate junction between donor and acceptor S regions and, in the meantime, reducing the risk of potentially oncogenic translocation^30–32^. Previously reported phenotypes of E_μ_- and 3′RR-deficient mice, now completed by the present study, show that both IgH enhancers can behave as completely autonomous elements with regards to chromatin marks, eRNA transcription and accessibility, with E_μ_ solely controlling early rearrangements of immature B-cells, and the 3′RR being both necessary and sufficient for late B-cell remodelling events. However in mature B-cells, this ends with E_μ_ falling under the control of the 3′RR SE and then undergoing 3′RR-dependent transcription and chromatin remodelling as almost all basic promoters of the locus. Finally, three SEs have been reported in pro-B cells: Eμ, 3′RR and an enigmatic region between C_γ1_ and C_γ2_^2, 11, 12^. Despite that 3′RR has little role on V(D)J recombination except for silencing early transcription in pro-B cells^33^, investigation of the cross-talk between these three SEs in pro-B cells would be of interest to reinforce our knowledge of their role at the immature B-cell maturation stage.

## Material and Methods

### Mice

129 *wt* mice (from Charles Rivers Laboratories, France), E_μ_MAR-deficient mice^7^, and 3′RR-deficient mice^25^ were used. E_μ_MAR-deficient mice and 3′RR-deficient mice were in a 129 background. Our research has been approved by our local ethics committee review board (Comité Régional d’Ethique sur l′Expérimentation Animale du Limousin, Limoges, France) and carried according the European guidelines for animal experimentation.

### Spleen cell cultures for B-cell activation

Single-cell suspensions of CD43^−^ spleen cells of *wt*, EμMAR-deficient mice and 3′RR-deficient mice (8–12 week old, male and female) were cultured at 1 × 10^6^ cells per ml in RPMI 1640 with 10% fetal calf serum with 5 μg per ml LPS with or without 20 ng/ml IL-4. Two days LPS-stimulated cells were used for RNAseq and S_μ_/S_γ3_ ChIP experiments. Two days LPS + IL4 stimulated cells were then used for S_μ_/S_γ1_ ChIP experiments. Four days LPS- and LPS + IL4 stimulated cells were used for γ3, γ2b and γ1 CSR flow cytometry analysis, respectively.

### Flow cytometry analysis

Cultured splenic B-cells were labelled with anti-B220-BV421, anti-IgG_1_-PE, anti-IgG_3_-FITC, anti-IgG_2b_-PE and anti-IgM-PC7 antibodies for 30 min at 4 °C. Labelled cells were analyzed on a Fortessa LSR2 (Beckman Coulter) with Kaluza.

### ChIP experiments

ChIP experiments were done on LPS- and LPS + IL4 stimulated CD43^−^ spleen cells as previously described^10^. In brief, 20 × 10^6^ B-cells were cross-linked at room temperature for 15 min in 15 ml PBS with 1% formaldehyde. The reaction was quenched with 0.125 M glycine. After lysis, chromatin was sonicated to 0.5–1 kb using a Vibracell 75043 (Thermo Fisher Scientific). After dilution in ChIP buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl, pH 8.1, and 167 mM NaCl), chromatin was precleared by rotating for 2 h at 4 °C with 50 ml of 50% protein A/G slurry (0.2 mg per ml sheared salmon sperm DNA, 0.5 mg per ml BSA, and 50% protein A/G; Sigma). 1 × 10^6^ cell equivalents were saved as input, and 10 × 10^6^ cell equivalents were incubated overnight with anti-H3K4me3, anti-H3K9ac, anti-H3K27ac or control antibodies. Immune complexes were precipitated by the addition of protein A/G. Cross-linking was reversed by overnight incubation (70 °C) in TE buffer with 0.02% SDS and chromatin was phenol/chloroform extracted. Anti-H3K4me3 and antu-H3K9ac were obtained from Millipore (ref: 07473 and 06942) and anti-H3K27ac was obtained from Abcam (clone ab5131). PCR probes were the following: Eμ-forward: GGGAGTGAGGCTCTCTCATA; Eμ-reverse: ACCACAGCTACAAGTTTACCTA; hs3a-forward: GGGTAGGGCAGGGATGCTCACAT; hs3a-reverse: GCTCTGGTTTGGGGC ACCTGTGC; hs1,2-forward: AGCATAGGCCACTGGGACTGG; hs1,2-reverse: CTCTCA CTTCCCTGGGGTGTT; hs3b-forward: TGGTTTGGGGCACCTGTGCTGAG; hs3b-reverse: GGGTAGGGCAGGGATGTTCACAT; hs4-forward: CCATGGGACTGAAAC TCAGGGAACCAGAAC; hs4-reverse: CTCTGTGACTCGTCCTTAGG. PCR probes for S_μ_ C_μ_, S_γ1_, C_γ1_, S_γ3_ and C_γ3_ have been reported in a previous study^10^.

### RNAseq experiments

CD43^−^ splenocytes were obtained from 4 *wt*, 4 3′RR-deficient mice and 4 E_μ_MAR-deficient mice before and after 48 h of *in vitro* stimulation (1 × 10^6^ cells per ml in RPMI 1640 with 10% fetal calf serum) with 5 μg per ml LPS. RNA was extracted using miRNeasy kit from QIAGEN, according to the manufacturer instructions. Two pooled RNA (with two samples) were obtained for each genotype. RNA libraries were obtained using TruSeq Stranded Total RNA with Ribo-Zero Gold (Illumina), according to the manufacturer instruction. Libraries were sequenced on a NextSeq500 sequencer, using NextSeq 500/550 High Output Kit (Illumina). Illumina NextSeq500 paired-end 2 × 150 nt reads were mapped with STAR release v2.4.0a versus mm10 with gene model from Ensembl release 77 with default parameters. The long length of the reads allowed for their precise mapping on switch regions, previously reported as error prone with shorter reads due to the highly repetitive structure of these sequences^34^. Quantification of genes was then performed using feature Counts release subread-1.4.6-p1-Linux-x86_64 with “–primary -g gene_name -p -s 1 -M” options based on Ensembl GTF release 77 annotations.

### Accession number

Data were deposited in Gene Expression Omnibus under the accession number GSE90760.

## Electronic supplementary material

Supplemental material

# Supplementary material for: Eμ and 3′RR IgH enhancers show hierarchic unilateral dependence in mature B-cells
**Source:** Sci Rep. 2017 Mar 27;7:442. doi: 10.1038/s41598-017-00575-0
**Supplement:** Supplementary file 1 — Supplemental material

$E_{\mu}$  and 3'RR IgH enhancers show hierarchic unilateral dependence in mature B-cells

Saintamand A, Vincent-Fabert C, Marquet M, Ghazzaui N, Magnone V, Pinaud E, Cogné M, Denizot Y.

### **Supplemental legends to Figures**

Supplemental Figure 1: RNAseq experiments with focus on  $I_{\mu}$ ,  $S_{\mu}$ ,  $C_{\mu}$  and  $C_{\delta}$  transcripts.

Supplemental Figure 2: RNAseq experiments with focus on  $I_{\gamma 3}$ ,  $S_{\gamma 3}$  and  $C_{\gamma 3}$  transcripts.

Supplemental Figure 3: RNAseq experiments with focus on  $I_{\gamma 2b}$ ,  $S_{\gamma 2b}$  and  $C_{\gamma 2b}$  transcripts.

Supplemental Figure 4: RNASeq experiments presented in a quantitative way with statistics.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  (FDR corrected  $p$  values).

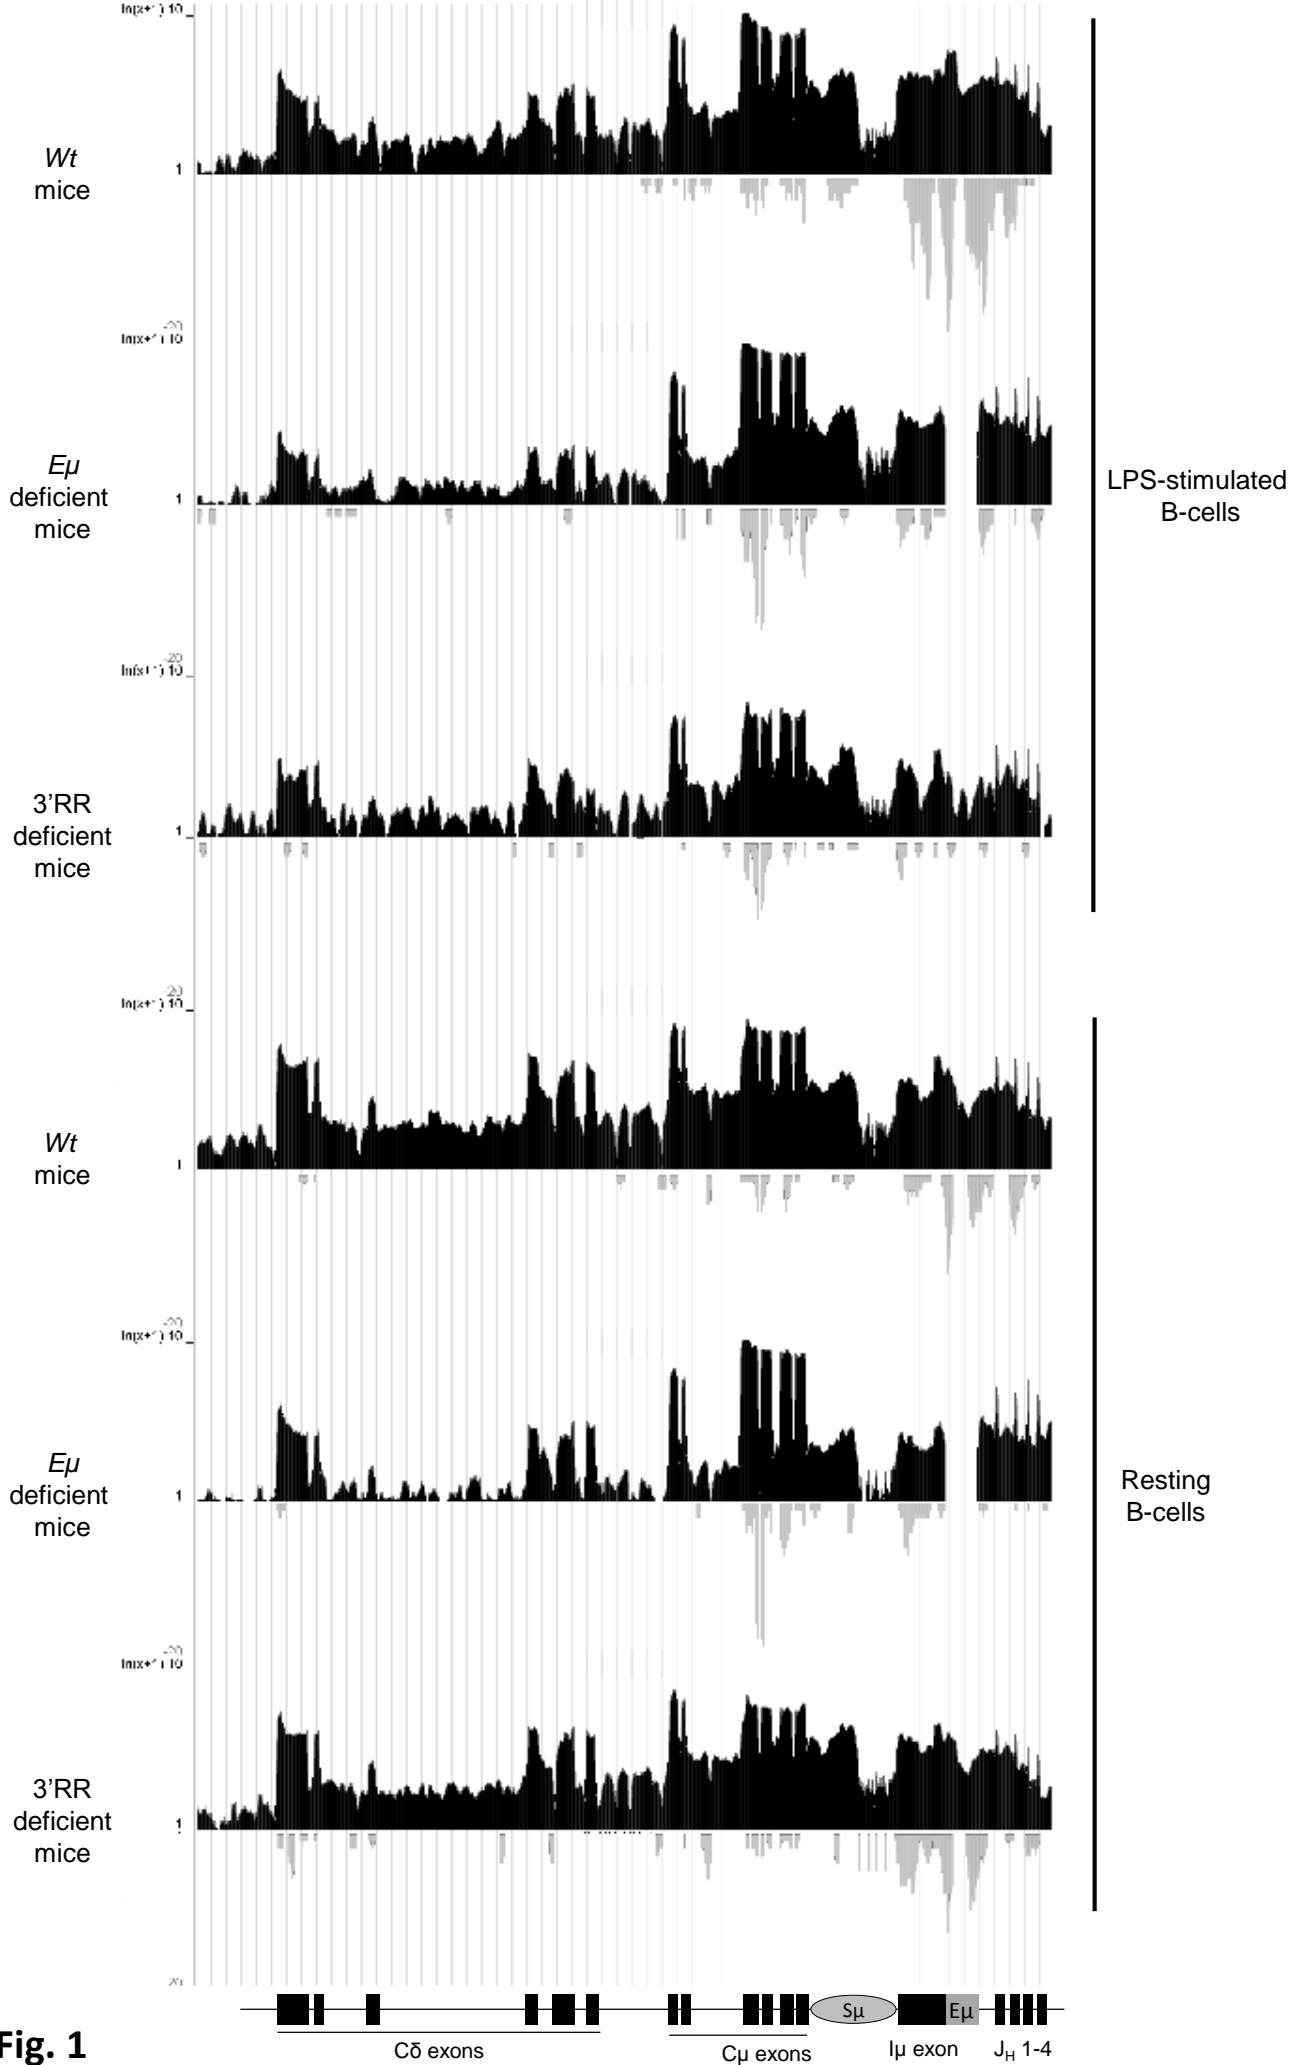

Supp. Fig. 1

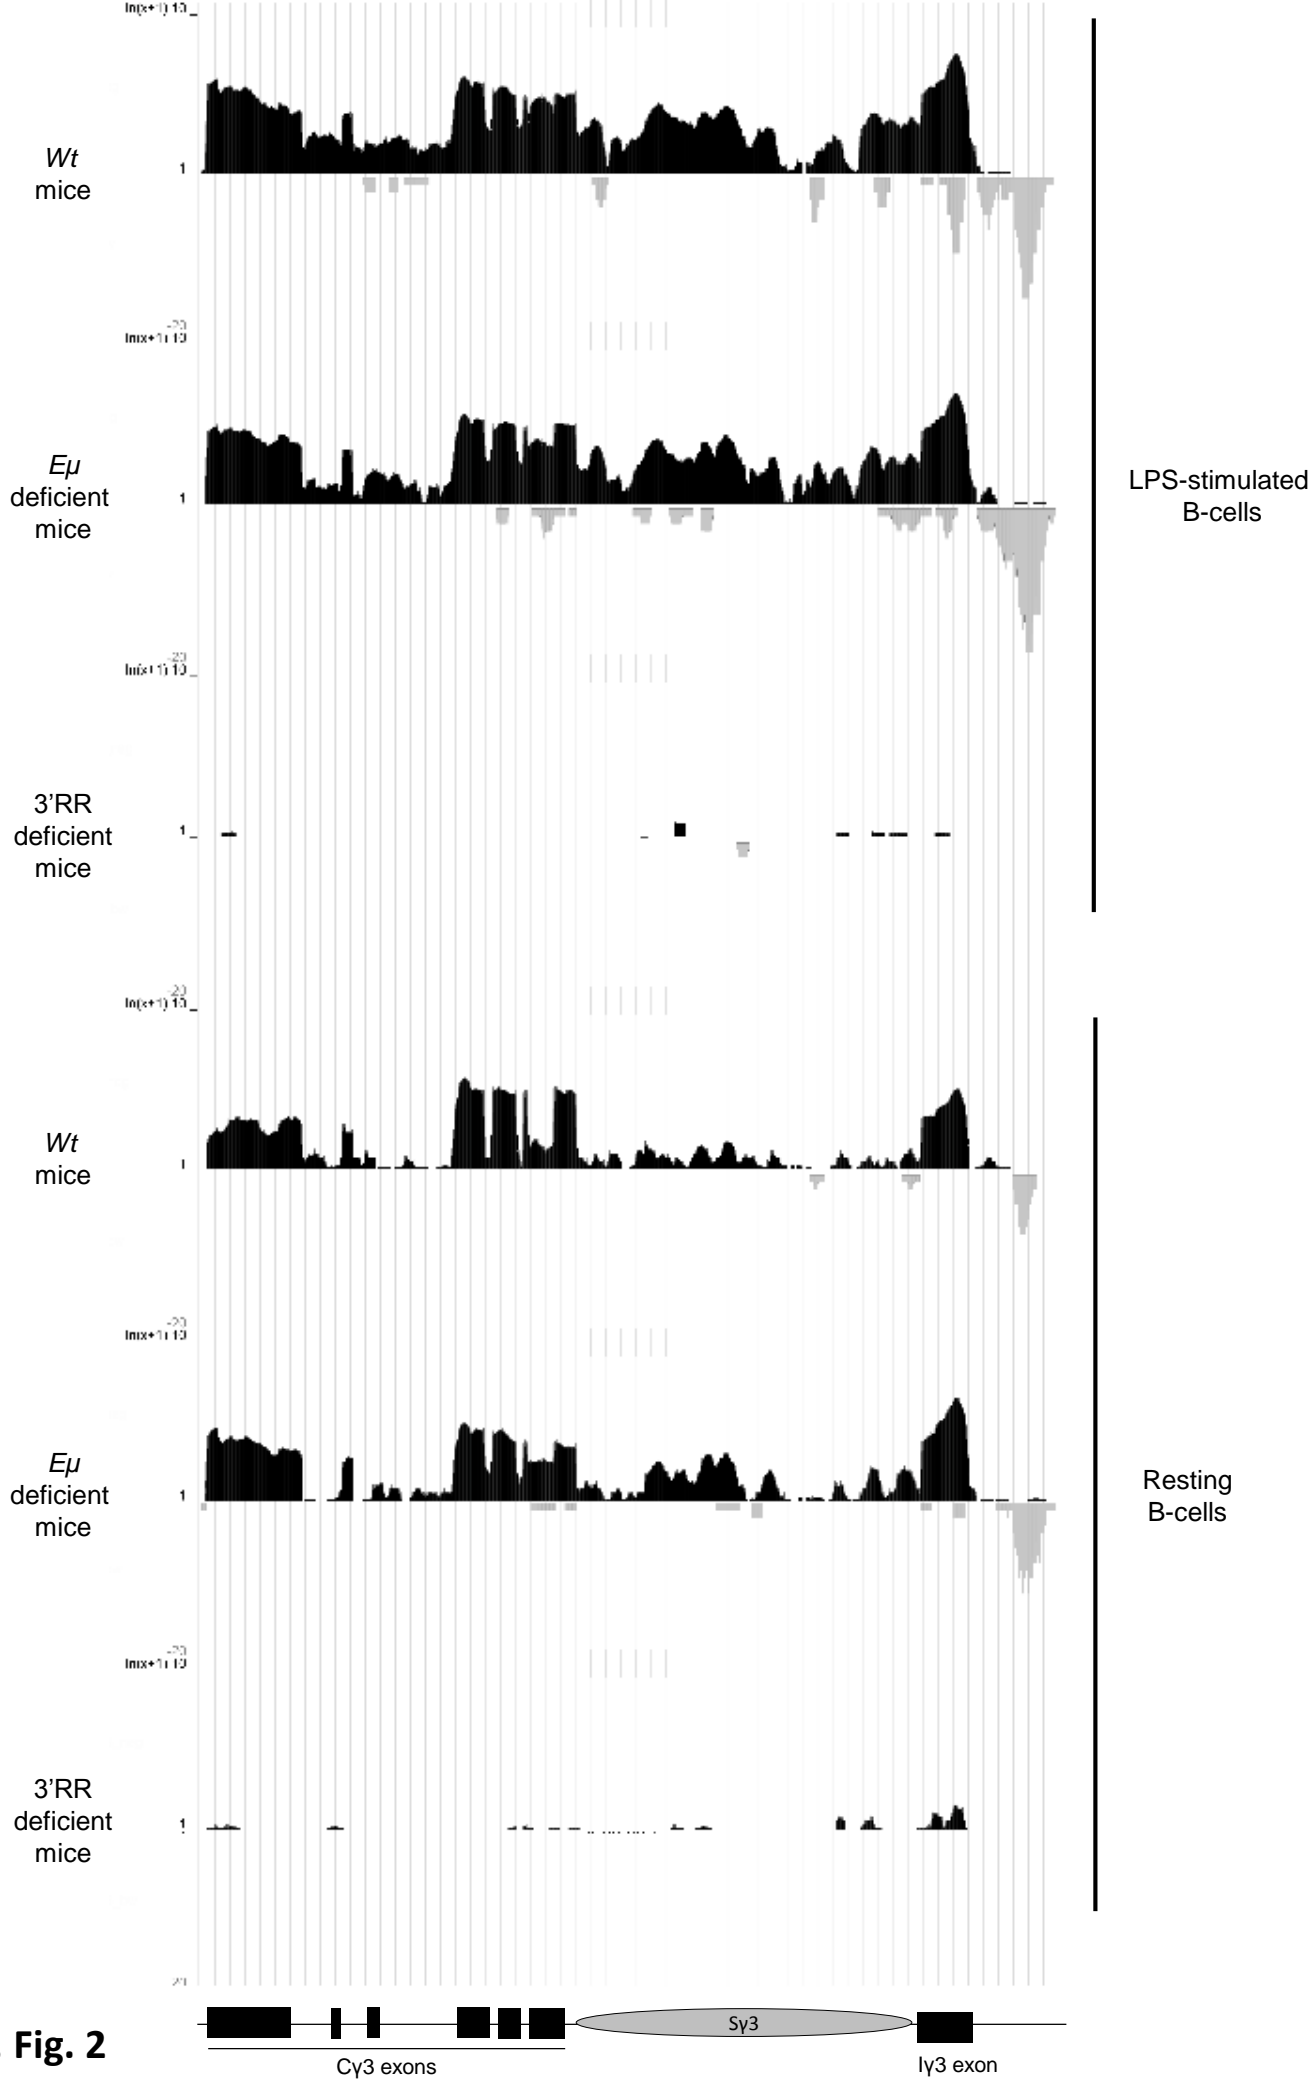

**Supp. Fig. 2**

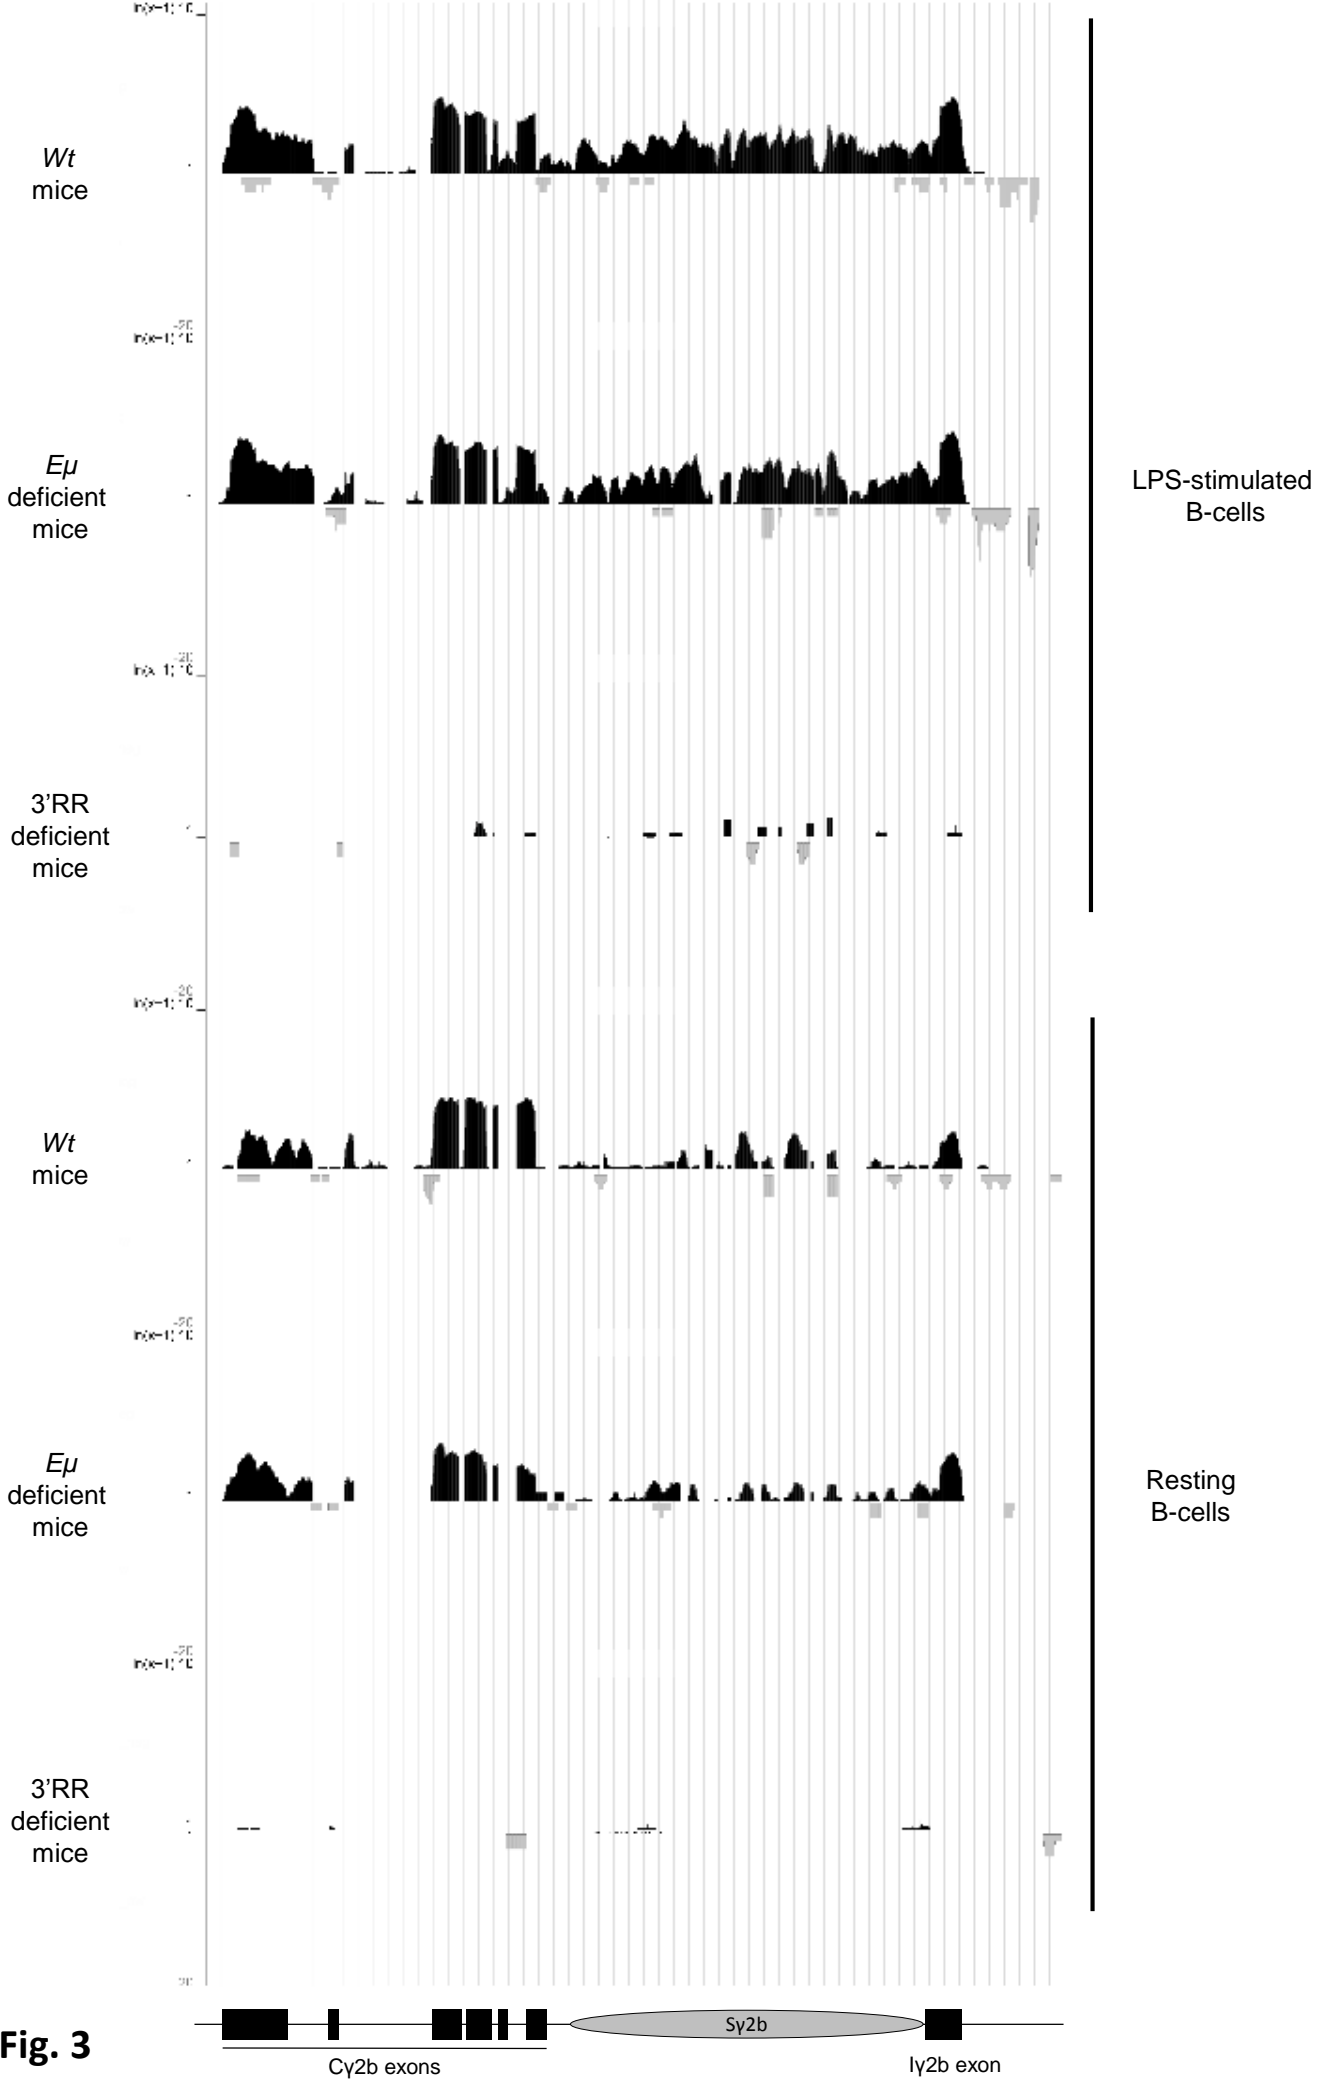

Supp. Fig. 3

**A****LPS-stimulated B-cells**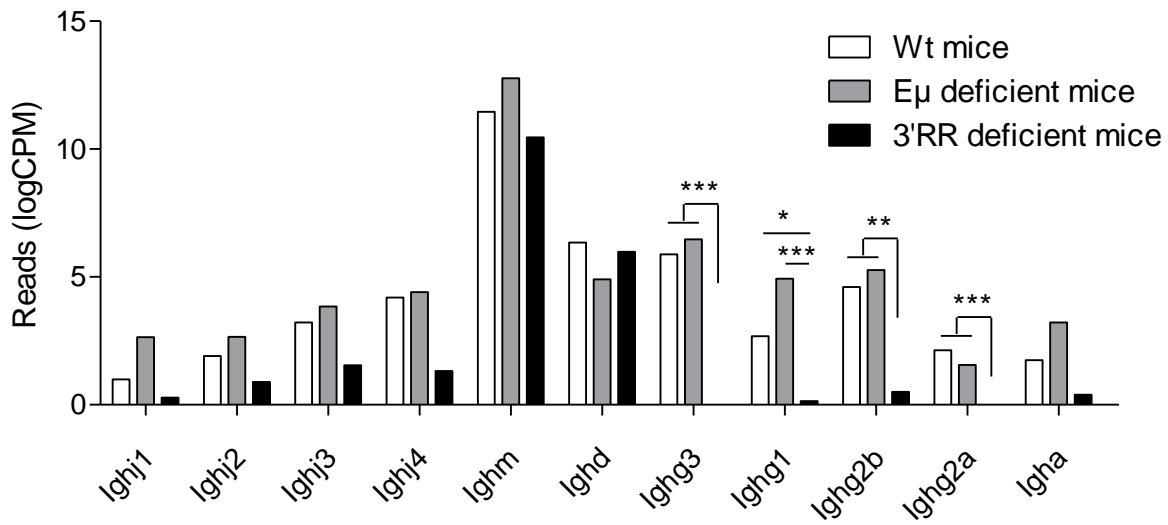**B****Resting B-cells**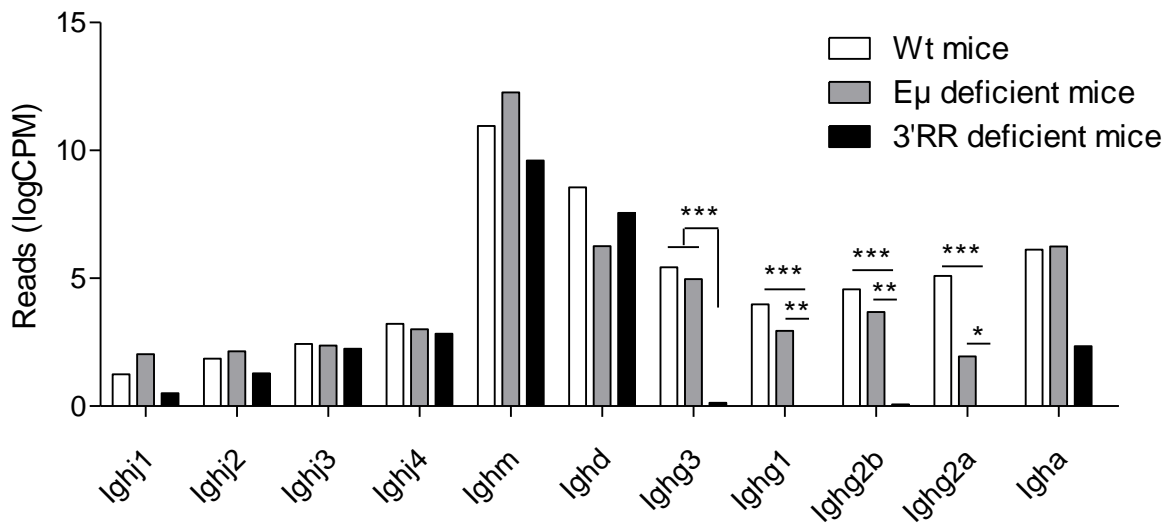**Supp. Fig. 4**

How the deposited data were processed for this re-analysis (not part of the article)

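RNA-seq counts of 6 libraries were analysed, 1 for each of wt, Eμ-deficient and 3′RR-deficient mice in resting and in LPS-stimulated CD43-depleted splenic B-cells. Each library is a pool of 2 mice according to the sample labels. The paper's methods state 2 pools from 4 mice per genotype, and the legend of Fig. 3 states 3 mice and 2 experiments. The labels and the paper differ on whether resting cells were cultured, on the LPS concentration in 1 protocol text and on the kit used to extract the RNA. The doses and times used here are the paper's, 5 μg per ml for 48 h.

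The authors deposited raw counts per gene name. They removed ribosomal RNA, prepared stranded total RNA libraries, sequenced paired reads of 150 nt, mapped them to mm10 with STAR and the Ensembl release 77 gene models, and counted fragments with featureCounts per gene name, using primary alignments, strand option 1 and multi-mapping reads. Because multi-mapping reads were counted, genes with near-identical copies, such as processed pseudogenes and members of the Ighv and Igkv families, can exchange reads. The table has a value per gene name and none for the enhancers, the I and S regions or antisense transcripts of the IgH locus, which were not analysed here. The count table holds 47055 names, of which 92 are spike-in RNAs. These name no gene and took between 4.75% and 7.10% of the counts, and they were left out of library sizes and tests. The genes received between 9111974 and 21998587 counts per library. Of the names, 44131 were found in the GENCODE M21 annotation of GRCm38, the same genome build, and 790 more through an older name. Coordinates, biotypes, transcript lengths and GC content come from that annotation.

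Library sizes were scaled with edgeR's TMM method (edgeR 4.0.16, R 4.3.3). Within a culture state each genotype has 1 library, so that no test between genotypes was made there. Instead the log2 ratio of CPM of the libraries is given, with a library at or under 3 counts set to 3 counts for ranks and medians, the exact conditional binomial (Clopper-Pearson) 95% interval of the ratio of the counts themselves from scipy 1.17.1, whose upper limit gives the least fold change of a gene at or under 3 counts, and the rank of the ratio among the 500 genes closest in mean CPM. These intervals compare libraries, not genotypes, and cover counting error only, since amplified reads are not independent molecules. For lists of genes, the median log2 ratio was placed among 10000 random lists matched on mean CPM. The lists, set before the data were examined, held the constant genes downstream of Ighd, the JH genes, the neighbours of the IgH locus, light chain constant genes, and genes of marginal zone B-cells, plasma cells, T-cells, myeloid cells, erythroid cells and the Y chromosome. Results of 3 other lists are not reported here. Over all 6 libraries, an edgeR quasi-likelihood model with genotype and culture state as additive terms was fitted to 14600 genes with at least 10 counts in at least 2 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Its residual is the departure from additivity, so that a call is not a test between mice. Genes are named by a rule fixed in advance: those drawn in Supplementary Fig. 4 with Ighe, those of the lists, and for each coefficient the 5 largest rises and the 5 largest falls among called genes that moved the same way in every pair of libraries.

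The model was tested on simulated counts for 14600 genes, of which 200 were changed 4-fold. Before the change these had an expected count of at least 10 in all 6 libraries, and each library was drawn independently. The model called 92.5% of the changed genes, and 6.57% of its calls were unchanged genes. These rates do not cover genes with fewer counts or libraries that come from the same mice. The list percentile was tested on 20 simulated lists lowered by a known amount, of which 20 were found under the 2.5th percentile, and on 20 unchanged lists, of which 0 were found there.

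The alternatives set before the data were examined were scaling by the total count, DESeq2 size factors, scaling without immunoglobulin genes, edgeR log2 CPM with a prior count of 2, log2(CPM + 1), the DESeq2 1.42.0 Wald test, other filters on low counts, fits to only the genotypes compared, no genotype block for the LPS effect, and leaving out each genotype in turn. Removal of the trend of the ratios on GC content or on transcript length and spike-ins kept in the library size were added after the data were seen.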

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

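Of the tests in this part, the test of GC content on the spike-in pattern was set after that pattern but before the GC result was seen, and the other tests were chosen after it.

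The spike-in RNAs, which the paper does not report on, were not constant relative to one another between libraries. In the comparison of the LPS-stimulated 3′RR-deficient library with wt, the SD of their log2 ratios was 1.27, against 0.073 from counting error. ERCC-00060 and ERCC-00108, chosen after their values were seen as the ends of the range, moved by -3.37 and 1.4. A technical source is needed, because the RNAs are added at fixed proportions. Across 14363 genes the log2 ratio of the same libraries rose with transcript GC content (Spearman rho 0.56, across genes, which are not independent replicates), from a median of -0.84 in the tenth of genes with the lowest GC content to 0.82 in the tenth with the highest. A GC bias that differs between libraries is a candidate cause. The GC content of the spike-ins themselves was not used here. By its size alone, a log2 ratio between -3.37 and 1.4 in the LPS-stimulated 3′RR-deficient library therefore cannot be told from technical error. With the GC trend removed, Ighm moved from -1.003 to -1.42 and Ighd from -0.36 to -0.30. The JH median moved from -1.91 to -2.67 and that of the downstream constant genes from -3.75 to -4.19. All but Ighd thus moved further from 0. The JH value rests on the GC content of exons far shorter than the reads, so it does not test GC bias for these genes. Other technical sources were not tested, and no biological explanation was tested.

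The median of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty moved opposite ways in the culture states, although Uty was lower in both states in 3′RR-deficient against wt B-cells, with log2 ratios of -0.24 and -1.15. For 3′RR-deficient against wt the median log2 ratio was 0.11 in resting and -1.22 in LPS-stimulated B-cells, a difference of -1.33. For Eμ-deficient against wt it was 0.75 and -0.29, a difference of -1.04. These differences were not tested. With the trend on GC content removed, the median of the 3′RR-deficient LPS comparison was -0.22 and those of the Eμ-deficient comparisons were 0.18 and -0.03, which is consistent with GC bias as the main source of the shift.

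In Eμ-deficient against wt B-cells, Ighg3, Ighg1 and Ighg2b were lower in the resting library and higher in the LPS-stimulated library. The log2 ratio in LPS-stimulated cells exceeded that in resting cells by 1.05 for Ighg3, 3.56 for Ighg1 and 1.62 for Ighg2b, and by 1.33 for the median of the 6 genes downstream of Ighd. This difference was not tested, since each value rests on 1 library per genotype and state. The signs stayed opposite with the GC trend removed, where the value closest to 0 was -0.29 (Ighg3 in resting cells), and under 4 other scalings, where it was -0.45, also for Ighg3 in resting cells. GC bias and scaling as the whole cause are argued against by these values. For Ighg3, however, both values lie above the lowest spike-in ratio of the resting comparison, -0.47. Technical error of that size is therefore not excluded for Ighg3. A different mix of B-cell subsets in the Eμ-deficient pool stays open, as does a difference between pools of mice and an effect of the deletion that depends on stimulation.

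The erythroid list was higher in the Eμ-deficient libraries, in genes that the paper does not discuss, with a median log2 ratio of 2.78 in resting and 3.54 in LPS-stimulated B-cells. All 6 genes were higher in both states, the smallest log2 ratio being 1.97. Hba-a1 reached 6964 CPM in resting Eμ-deficient, 1460 CPM in resting wt and 254 CPM in LPS-stimulated Eμ-deficient B-cells. A lower share of B-cells that raises the genes of all other cell types alike is argued against, because in resting cells the erythroid median exceeded that of the myeloid list by 1.43, beyond the counting intervals. RNA from erythroid cells that remained in the Eμ-deficient pools is a candidate source, and whether these mice hold more such cells in the spleen was not tested.

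In the edgeR model, 36 genes were called the same way in both mutants against wt, 21 lower and 15 higher, of which 1 is an immunoglobulin gene. Both comparisons use the same wt libraries. In 20 simulations of unchanged genotypes at most 2 genes were called in both, against 40 observed in either direction. Each simulated library was drawn independently. A peculiarity of the wt pool carried by both wt libraries was therefore not simulated and stays open. Under a GC correction, 31 of the 36 were still called in both, which argues against GC bias as the whole cause. The number called the same way in both depended on the fit. It was 6 with at least 10 counts in every library and 52 with the DESeq2 Wald test. It was 66 in fits to only the genotypes compared and 103 without a filter on low counts. Of the 36, 36.1% were processed pseudogenes, against 3.71% of the tested genes (odds ratio 15.0, two-sided Fisher's exact test on genes, p = 2.27e-10). Ftl2-ps had 1197 and 1615 counts in the resting and LPS-stimulated wt libraries and at most 2 in each mutant library, while Ftl1, a ferritin gene chosen after its values were seen, had 1776 and 587 counts in wt and at least 4067 in each mutant library. Counts that move between a gene and its copies suggest sequence variants that differ between the wt mice and both mutant lines, although the paper places all 3 in a 129 background. Reads were not analysed here, so this remains a hypothesis, and differences of the mutant lines in other respects stay open.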

How the results depend on the processing

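The removal of GC or length trends and the inclusion of spike-ins in the library size were chosen after seeing the data. The median log2 ratio of the constant genes downstream of Ighd kept its direction in each of the 4 comparisons of a mutant with wt under all 8 alternatives run. For 3′RR-deficient B-cells it was -3.75 after LPS and became -2.40 with log2(CPM + 1), -4.72 with edgeR log2 CPM and a prior count of 2, and -4.19 with the GC trend removed. In resting 3′RR-deficient B-cells it was -7.04 and became -4.30 with log2(CPM + 1) and -7.23 with the library scaled by its total count. A pseudocount of 1 CPM lies above the level of a few counts, which compresses the ratios by construction. For Eμ-deficient B-cells, the median of 0.64 after LPS became 0.52 with the GC trend removed, and that of -0.70 in resting cells became -0.89 with the total count. Scaling by the total count moved the median of all genes by -0.20 in resting Eμ-deficient and by -0.19 in resting 3′RR-deficient B-cells, and it turned the log2 ratio of Igha in resting Eμ-deficient B-cells from 0.14 to -0.0572. Of the other ratios of single genes and lists, 177 values stayed within their counting interval and 22 moved out of it without a change of sign.

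The edgeR model called 99 genes between 3′RR-deficient and wt libraries over both culture states, 25 higher and 74 lower. It called 339 without a filter on low counts, 31 with at least 10 counts in every library, 188 in a fit to those genotypes alone and 178 with the DESeq2 Wald test. Between Eμ-deficient and wt libraries it called 170 genes, 133 higher and 37 lower. The count was 605 without a filter, 96 with at least 10 counts in every library, 446 in a fit to those genotypes alone, 340 with DESeq2 and 88 without immunoglobulin genes, which removes 57 called genes. The filters change the genes tested, from 29041 without a filter to 11174 with the strictest, and the last removes the downstream constant genes that have few or no counts in 3′RR-deficient libraries. The cause of the other changes was not tested. For LPS against resting, 5962 genes were called, and from 3960 to 6655 genes across the 3 fits that each left out 1 genotype, with the lowest count without the Eμ-deficient pair. Of the calls on single constant genes, 82 stayed on their side of the threshold, 1 became weaker (Ighg1 in 3′RR-deficient libraries with the GC correction) and 5 became stronger. These were Ighm in 3′RR-deficient libraries with DESeq2, Ighm in Eμ-deficient libraries without a filter and with DESeq2, and Ighg2c in Eμ-deficient libraries without a filter and in the fit to those genotypes alone.

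Leaving out a library in a comparison of genotypes leaves an arm with 1 library, so that it gives no count of calls. The depth limits the results for genes with few counts: Ighe could not be compared after LPS, and the falls of Ighg1, Ighg2c and Igha in LPS-stimulated 3′RR-deficient B-cells rest on 3 counts or fewer in the library with the lowest total.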

Differences from the paper's values

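The bars of Supplementary Fig. 4 were read by eye and set beside log2(CPM + 1) of the 6 single libraries. Over the 61 bars under 10, the largest distance was 0.12 with TMM scaling and 0.28 with scaling by the total count. Bars of 10 or more were read more coarsely. With TMM scaling, Ighm was 11.54 in LPS-stimulated wt B-cells against a bar read as 11. In LPS-stimulated 3′RR-deficient B-cells it was 10.54 against a bar read as 10.

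In LPS-stimulated 3′RR-deficient B-cells, the paper excepts Cμ from the reduction of the constant genes. Ighd, which encodes Cδ, also had a log2 ratio of -0.36 there, closer to 0 than that of Ighm at -1.003. For Eμ-deficient B-cells, the paper states no effect on CH transcription after LPS and no obvious effect at rest. It also cites a lack of follicular B-cells in these mice, to which it proposes that most of the decrease of γ1-expressing cells is due. The mix of B-cells may thus differ from wt. The Eμ-deficient ratios that follow can therefore not be assigned to an effect of the deletion on transcription. The log2 ratio of Ighd was -1.46 after LPS and -2.29 at rest, with an adjusted p of 0.0302 over both states in edgeR's quasi-likelihood model, and between 2.71e-06 and 0.0447 across the alternative fits. Ighg1 had a log2 ratio of 2.44 after LPS, and Ighg2c of -3.52 at rest. Ighm had a log2 ratio of 1.31 after LPS and 1.32 at rest. It was not called over both states in edgeR's quasi-likelihood model (adjusted p = 0.167). For resting 3′RR-deficient B-cells, the paper states that transcription of all downstream constant genes was abrogated, and Igha had 88 counts, 4.28 CPM.

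Supplementary Fig. 4 marks Ighg3, Ighg1, Ighg2b and Ighg2a as lower in 3′RR-deficient B-cells and does not mark Igha. In the edgeR quasi-likelihood model over both states, Igha was called as well, with a log2 fold change of -3.68 (standard error 0.50, adjusted p = 0.0137). No test within a culture state was made here.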

Other observations

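The tests of marginal zone B-cells, of the counted strand and of the sex of the mice were set before any value was seen, that of background reads after the counts were first looked at but before its own result, and the other tests of this part were chosen after the result was seen.

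Ighd was lower in the Eμ-deficient libraries, with log2 ratios of -2.29 in resting and -1.46 in LPS-stimulated B-cells. The marginal zone list of 9 genes had medians of 0.89 and 0.38, and at least 98.3% of matched random lists were as low in each state. A higher share of marginal zone B-cells in the Eμ-deficient pools is a candidate explanation. With the GC trend removed, these medians were 0.63 and 0.27. Other shifts in the mix of B-cells stay open, among them the lack of follicular B-cells that the paper cites for this model. An effect of the deletion on Ighd itself stays open as well.

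Ighm and the Ighv genes were higher in the Eμ-deficient libraries, and so were the light chain genes. The plasma cell list of 8 genes had a median log2 ratio of 1.19 in resting and 1.15 in LPS-stimulated B-cells, and 100% of matched random lists were as low in each. Jchain rose from 113 to 1734 CPM in resting cells. A higher share of plasma cells in the Eμ-deficient pools may therefore contribute, and its size was not tested.

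Ighg2c had a log2 ratio to wt of -3.52 in resting and -0.80 in LPS-stimulated Eμ-deficient B-cells. A sequence variant whose reads are lost in mapping would by itself lower both states alike, and the values differed by 2.72, beyond their counting intervals. Between the same libraries, however, Ighg3, Ighg2b and Ighg1 shifted the same way, by 1.05, 1.62 and 3.56. A constant loss of Ighg2c reads on top of such a shift could give these values, so that this test does not decide on a variant. A difference between the pools of mice stays open, since each value rests on 1 library.

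The loss of the downstream constant genes in 3′RR-deficient B-cells was not explained by GC bias. With the GC trend removed, the median log2 ratio after LPS was -4.19. In contrast, the neighbours of the IgH locus had a median of 0.99 in LPS-stimulated 3′RR-deficient B-cells, with 11 genes higher and 2 lower, and 0.28 with the GC trend removed, so that GC bias may account for most of this rise. In resting cells their median was 0.22, and 8.14% of random lists were as high.

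The LPS-stimulated 3′RR-deficient library had counts on 22707 genes, more than the wt library with 19617, at the lowest total of the 6 libraries. The summed CPM of olfactory and vomeronasal receptor genes, which B-cells are not thought to use, was 4.11-fold higher than in the wt library. Genomic DNA or another background spread over all genes is a candidate source, and it would not produce the loss of Ighg3. The LPS-stimulated Eμ-deficient library also had a 2.93-fold higher sum.

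LPS against resting, on which the paper makes no claim, gave 5962 called genes. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many, the real one, and the other splits gave 0 calls. With 10 splits this share cannot be lower, so that it gives no test at a threshold of 0.05. Sirpb1a, Paqr9, Hpgd, Cebpa and C6 had the largest falls and had 0 counts in all LPS-stimulated libraries. The largest rises were those of Mir6546, Slc7a3, Mir1983, Gm37234 and Gm8890. Slc7a3 had 273, 95 and 75 counts in the LPS-stimulated wt, Eμ-deficient and 3′RR-deficient libraries and at most 2 in a resting library.

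Between genotypes over both states, the same choice of called genes gave BC147527, Gm27336, Htatip2, Map3k19 and Gm10720 as the largest rises in 3′RR-deficient libraries and Ighg2c, Ftl2-ps, Ighg3, Gm21742 and Gm8210 as the largest falls. In Eμ-deficient libraries the rises were BC147527, Rps3a3, Klk1b22, Gm27336 and D13Ertd608e, and the falls Gm12164, Col6a4, Hmgb1-ps8, Ftl2-ps and Gm22751. Many of them had no counts in 1 genotype, so that no fold change is given. Rps3a3, a processed pseudogene, had 2919 and 3494 counts in the Eμ-deficient libraries against 14 and 28 in wt.

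Xist reached at most 2.33 CPM in any library, whereas Ddx3y lay between 35.3 and 175 CPM, so that all pools look like male mice and a different sex is argued against as a source of the calls between genotypes. The paper states that male and female mice were used. Of 152 pairs of a gene and a transcript named for its opposite strand, the gene had the higher count in 140, which argues against counts taken from the wrong strand.

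The remaining lists gave these medians of the log2 ratio. For Eμ-deficient against wt, in resting and LPS-stimulated cells, they were 1.37 and 0.86 for the light chain constant genes, 0.75 and 2.19 for T-cells, 1.35 and 1.86 for myeloid cells, 0.16 and 0.82 for the JH genes, and -0.00475 and 0.23 for the neighbours of the IgH locus. For 3′RR-deficient against wt they were 0.51 and 0.51 for the light chain constant genes, -0.12 and 0.18 for marginal zone B-cells, 0.14 and 0.73 for plasma cells, 0.74 and 0.23 for T-cells, 0.40 and 0.87 for myeloid cells, 0.28 and 1.33 for erythroid cells and -0.66 and -1.91 for the JH genes.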
